A study of Mus musculus with 10 samples. Its data were reported in "Periosteal skeletal stem cells can migrate into the bone marrow and support hematopoiesis after injury" (2025).

How the data were processed

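RNA was sequenced from CD51+CD200+ cells sorted from mouse bones, in 4 graft BM-MSC, 3 BM-MSC and 3 P-SSC libraries. The authors mapped reads to the mouse genome GRCm38 with STAR and analysed gene counts with DESeq2, and the methods give no counter, annotation release, strand setting or filter. The deposited table holds 1 signal value per gene and library, a gene's read count divided by a size factor of the library, for 15078 genes with a symbol and an Ensembl ID each. For some steady-state samples RNA of a pair of mice was combined (BM-MSC 2+4 and P-SSC 2+5), and each was used as 1 replicate. Every column was assigned to a library by its name, and none was left over.

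Values in each library were whole multiples of 1 step, the value of 1 read. Dividing by the step gave whole reads for 100% of the values, and the totals per library are sums of these reads. Size factors relative to these reads ranged from 0.785 to 1.77. A floor of 3 reads was used as the smallest detectable amount, equal to 0.119 to 0.195 ppm of the reads of a library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Where all libraries of a group were at or under 3 reads, a fold change was computed against the floor and is a lower bound. The gene in the table with the fewest reads had 22 over all libraries, so genes below that were not analysed here.

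Gene coordinates, biotypes and GC content came from GENCODE M21 on GRCm38, matched by Ensembl ID. Of the IDs, 15052 (99.8%) were found and 26 were not. GC content was known for 13622 of the genes tested (99.8%). Paralogs, overlapping genes and antisense genes may share reads in the authors' counting, and values of such genes are uncertain.

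Values were analysed as log2(value + 1), so that fold changes understate the change of genes with low values. Genes with a mean of at least 10 over all 10 libraries were tested, which kept 13644 and removed 1434. The design was fixed before the data were examined, as were the gene panels, the cell cycle and glycolysis sets, and the list of alternatives, apart from those described as chosen after seeing the data. A linear model with 1 mean per group was fitted to all 10 libraries with limma (7 residual degrees of freedom, empirical Bayes with a trend in the variance), and the 3 differences between groups were tested two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene sets were tested with camera in limma, with a correlation between genes of 0.01, and adjusted over 6 tests. Of 97 cell cycle genes in the list, 93 were tested.

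The genes named were the genes of the panels, apart from 1 gene of the stress panel that is not reported here, and, for each comparison, the 5 genes with the largest rise and the 5 with the largest fall in log2 value among genes with an adjusted p under 0.05, a mean of at least 100 over all libraries and no overlap between the values of both groups. The position of a library on the line from P-SSCs to BM-MSCs used all genes tested, and groups were compared by a two-sided exact permutation test over all 35 arrangements.

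The methods were tested on simulated data drawn from the real means and library sizes for 13644 genes, with 200 genes changed by known folds. limma called 82 genes, 38% of those changed, with 6 false calls. edgeR called 80 with 8 false calls, and DESeq2 called 293 with 159 false calls. In a contrast with no change limma called 0 genes. The camera test called a set that was shifted and did not call one that was not. A group simulated at position 0.7 scored 0.630, because replicate noise shortens the scale, and a correction for that noise returned 0.701. The position scores in the report are not corrected. The corrected graft score was 0.797.

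Alternatives were a pseudocount of 0.1 or 5, no filter or a mean of at least 100, centring on the median, quantile normalization, an adjusted p under 0.01, a log2 change of at least 1, fits of only the 2 groups compared, leaving out each library in turn, and a replicate block. edgeR's quasi-likelihood test with TMM normalization and DESeq2 were run on the recovered reads. At an adjusted p under 0.05, edgeR called 1531, 316 and 619 genes and DESeq2 called 2908, 1947 and 1515 for graft BM-MSCs against P-SSCs, graft BM-MSCs against BM-MSCs, and P-SSCs against BM-MSCs. The block took its pairing from the numbers in the sample titles. Graft and steady-state mice differ in genotype and are different mice, while the methods say that replicates held RNA of distinct mice without saying if this applies between BM-MSCs and P-SSCs, so whether BM-MSC 1 and P-SSC 1 came from the same mouse was left open. Joined numbers (2+4, 2+5) were levels of their own in the block, although they share single numbers with other libraries. Chosen after seeing the data were a GC correction (the deviation of each library from the gene mean, smoothed over GC content by loess with a span of 0.3, was subtracted), the same with the block, genes with up to 60% GC, the library batch as a covariate, and a blood cell marker score as a covariate in the set tests.

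R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The quantitative PCR, imaging and flow cytometry of the study, and published stemness gene lists, were not used here.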

Results

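Gene expression was measured by RNA sequencing in 10 libraries of sorted mouse cells that fell into 3 groups. The graft BM-MSC group (n = 4) held CD51+CD200+ mesenchymal stem cells (BM-MSCs) sorted from the marrow of transplanted femurs 5 months after transplantation. These cells were also positive for Tomato, a red fluorescent protein. In the grafted femurs, Tomato is switched on by tamoxifen in cells that use the gene Postn (periostin), and it stays on in their descendants. The BM-MSC group (n = 3) held mesenchymal stem cells from the marrow of wild-type mice at steady state. The P-SSC group (n = 3) held periosteal skeletal stem cells, which were sorted from the periosteum, the membrane around the bone, of wild-type mice. The 6 steady-state libraries were shared with another series. The comparison of the 3 groups asks how closely marrow stromal cells that descend from the periosteum of the graft resemble marrow stromal cells and periosteal cells of bones that were never transplanted.

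The table held 15078 genes. Reads assigned to these genes numbered between 15415421 (graft BM-MSC 3) and 25223295 (graft BM-MSC 1) per library, so the smallest share that 3 reads can show lay between 0.119 and 0.195 ppm of the reads. Fewer genes were detected in graft libraries. The number of genes with at least 1 read was 10624 ± 1001 (SD, n = 4) in graft BM-MSCs, 12932 ± 358 (SD, n = 3) in BM-MSCs and 12771 ± 480 (SD, n = 3) in P-SSCs, and every graft library was below every steady-state library. Graft BM-MSC 2 had the fewest, with 9308. The share of genes listed at 0 was 29.5% ± 6.64 (SD, n = 4) in graft BM-MSCs, 14.2% ± 2.37 (SD, n = 3) in BM-MSCs and 15.3% ± 3.18 (SD, n = 3) in P-SSCs. Zeros in the graft libraries also fell on genes with high values elsewhere. Among genes with a value of at least 100 in every other library of the same group, between 0.898% (graft BM-MSC 4) and 8.78% (graft BM-MSC 2) were at 0 in the graft library, against at most 0.363% in a steady-state library. For this reason a gene at 0 is described below as listed at 0, and the value of each library is given.

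**Figure D1:**
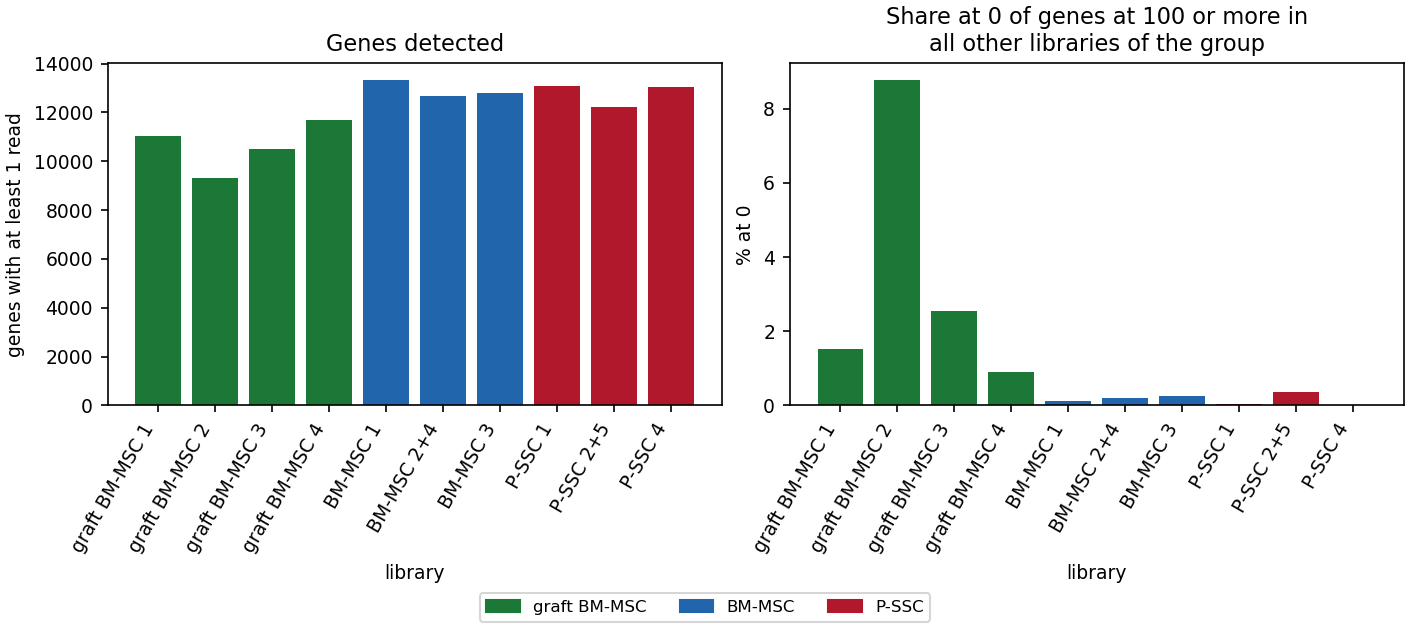
Number of genes with at least 1 read (left) and share of genes at 0 in a library among those with a value of at least 100 in all other libraries of its group (right), with 1 bar per library. The 4 graft BM-MSC libraries lay between 9308 and 11674 genes, all below the 6 steady-state libraries, and their shares at 0 were between 0.898% and 8.78%.

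No pair of libraries within a group was alike within read-counting noise, with a chi-square per degree of freedom of at least 68.1. This speaks against a library deposited 2 times and says nothing more about how independent the libraries are. The libraries also differed in how well they kept genes with a high GC content. For each library the median deviation of the 59 genes with over 65% GC was compared with that of the 6733 genes with 50 to 60% GC. This difference was 1.73, 1.59, 2.64 and 1.33 on the log2 scale in graft BM-MSC 1 to 4 and 1.67 in P-SSC 4, but it was -1.63, -1.62 and -1.48 in the 3 BM-MSC libraries, -1.54 in P-SSC 1 and -1.78 in P-SSC 2+5. The 10 libraries thus split into a batch of 5 with GC-rich genes high (the 4 graft libraries and P-SSC 4) and a batch of 5 with GC-rich genes low. Batch here means this split, which rests on 59 genes. Between 60 and 65% GC the profiles differed, with a median deviation of 1.35 in P-SSC 4 but from -0.463 (graft BM-MSC 2) to 0.492 (graft BM-MSC 4) in graft libraries. All graft libraries lay in the first batch and all BM-MSC libraries in the second, so that in the comparison of graft BM-MSCs with BM-MSCs the batch and the group cannot be told apart. Within the first batch, graft BM-MSCs could be compared with 1 P-SSC library only, too few for a test. Within the second batch, 2 P-SSC libraries could be compared with the 3 BM-MSC libraries.

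**Figure D2:**
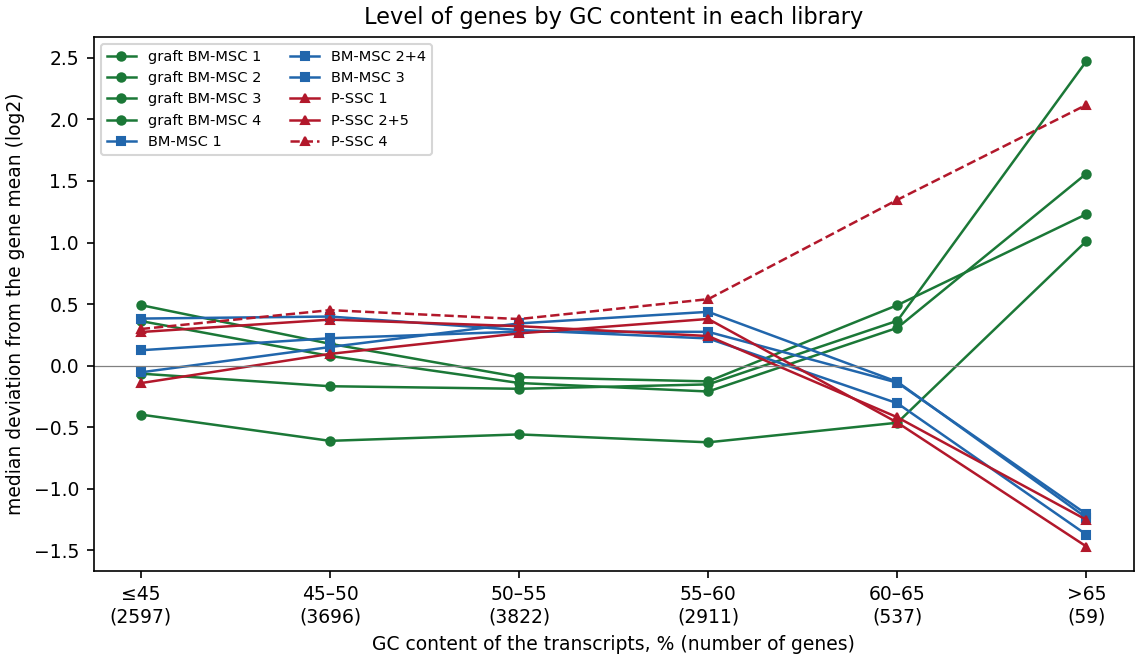
Median deviation of each library from the gene means over all libraries (log2), plotted against the GC content of the transcripts in bins, with 1 line per library and P-SSC 4 dashed. The 4 graft BM-MSC libraries and P-SSC 4 rose above the others for genes with over 65% GC.

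The similarity of the groups over the 13644 genes with a mean value of at least 10 was first examined by principal components. The first component held 32.9% of the variance and the second 17.7%, together 50.5%. Their sum rose to 58.1% when only genes with a mean of at least 100 were used, the largest move among the alternatives tried. P-SSC libraries lay between 159 and 189 on the first component, BM-MSC libraries between 22.1 and 33.2, and graft BM-MSC libraries between -263 and -83.5. Across genes, the median Spearman correlation between pairs of libraries was 0.736 for graft BM-MSCs with BM-MSCs, 0.638 for graft BM-MSCs with P-SSCs and 0.753 for BM-MSCs with P-SSCs. These correlations describe genes within libraries, and genes are not independent replicates. The correlation within groups was lowest in the graft (0.765), against 0.923 within BM-MSCs and 0.851 within P-SSCs.

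The position of graft libraries between both steady-state groups was then measured on the line from the P-SSC mean (0) to the BM-MSC mean (1), with each steady-state library left out of the line it was scored on. Graft BM-MSCs scored 0.752 ± 0.027 (SD, n = 4), BM-MSCs 0.880 ± 0.054 (SD, n = 3) and P-SSCs 0.158 ± 0.006 (SD, n = 3). The graft score was lower than that of BM-MSCs by a difference of -0.128 and higher than that of P-SSCs by 0.594, and neither pair of groups overlapped. A two-sided exact permutation test gave p = 0.0571 for each (Benjamini-Hochberg adjusted p = 0.0571 over 4 tests), which is the smallest value that the 35 arrangements of 4 against 3 libraries allow, so this design cannot reach 0.05. The score was moved most by the restriction to genes with a mean of at least 100, where it was 0.864. No graft library defined the line, whereas a left-out steady-state library was scored on a line through its group mates. The line was not redrawn for the arrangements of the test, so the p-values for score and distance do not allow for this. Graft libraries also lay further from the line, as a group that does not define it would tend to. Their distance from it was 1.25 ± 0.18 (SD, n = 4) in units of the length of the line, compared with 0.590 ± 0.068 (SD, n = 3) for BM-MSCs and 0.664 ± 0.114 (SD, n = 3) for P-SSCs (two-sided exact permutation test, p = 0.0571 for each comparison).

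**Figure D3:**
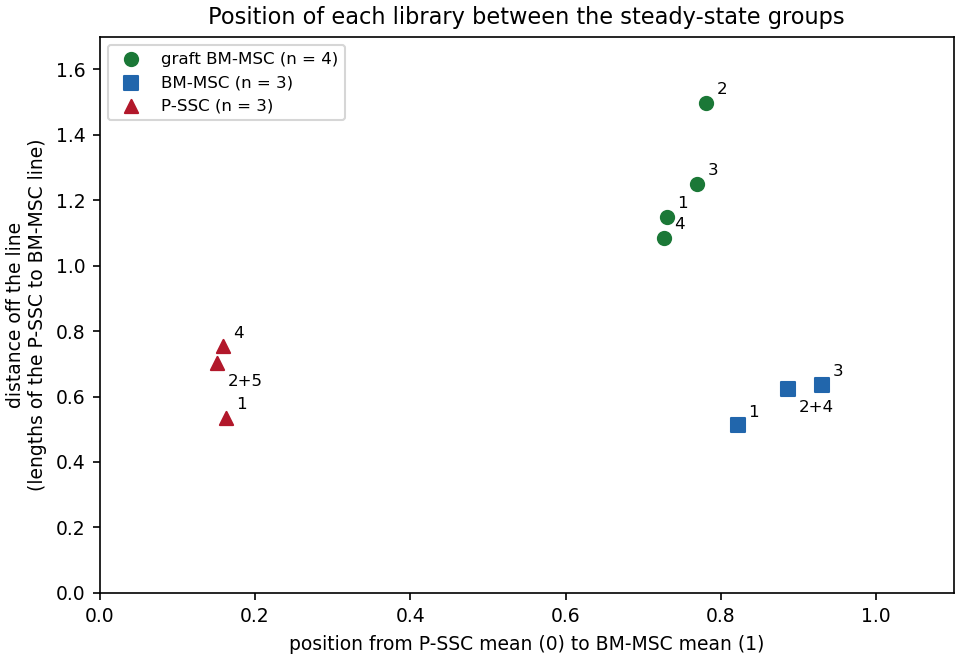
Position of each library on the line from the P-SSC mean (0) to the BM-MSC mean (1), and its distance from that line in units of the length of the line, with 1 point per library. Graft BM-MSC libraries scored between 0.727 and 0.781, and all 4 lay further from the line than any steady-state library.

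Graft BM-MSCs were compared with P-SSCs to ask how far cells derived from the periosteum of the graft differed from periosteal cells at steady state. With limma and Benjamini-Hochberg adjustment, 2464 of the 13644 genes tested had an adjusted p under 0.05, of which 830 were higher and 1634 lower in graft BM-MSCs. The median change of all genes tested was -0.47 on the log2 scale. The split depended on scaling. After quantile normalization, which brought the median of all genes to -0.02, 1247 genes were higher and 1241 lower, and with a correction for GC content that was chosen after seeing the data 1250 were higher and 1094 lower. Apart from fits with a replicate block, the count moved most when the library batch was added as a covariate, also chosen after seeing the data, where it was 1081, with 979 of the genes shared. The values of both groups did not overlap for 3625 genes (26.6% of those tested, with 5.71% given by chance). At an unadjusted p under 0.05 there were 4482 genes. Of the 2464 genes, 1101 were listed at 0 in at least 1 of the 7 libraries compared.

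Among the genes that met the naming rule, the largest rises in graft BM-MSCs over P-SSCs were those of Kng1, Adipoq, Serpina3g, Serpina12 and Esm1. Kng1 (ENSMUSG00000022875, GRCm38 chromosome 16, 23057865 to 23082078) had at most 2 reads in any P-SSC library and was at least 4283-fold higher in graft BM-MSCs. Serpina3g was at least 2486-fold and Serpina12 at least 1685-fold higher, by the same floor of 3 reads. Kng1 and Serpina3g have close paralogs, with which reads may have been shared, and their values are uncertain to that extent. Esm1 was higher by 12.23 on the log2 scale (SE 0.52, limma, Benjamini-Hochberg adjusted p = 3.81e-07). The largest falls were those of Cd34, Pi16, Fbln2, Thbs4 and Cilp. Cd34 (ENSMUSG00000016494, GRCm38 chromosome 1, 194938819 to 194961279) was listed at 0 in all 4 graft libraries, with a normalized read count of 63165 ± 11327 (SD, n = 3) in P-SSCs, and was at least 20907-fold lower in graft BM-MSCs. Thbs4 was likewise at least 6593-fold lower. Cilp had values of 0, 0, 0 and 12.1 in graft BM-MSC 1 to 4 and its log2 change was -13.85.

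The panel of 11 niche genes, which encode factors that maintain hematopoietic stem cells or mark marrow stromal cells, and 6 extracellular matrix genes was then examined. The study displays these genes for the same libraries and takes them from earlier work on niche cells and matrix. How they were picked from that work is not stated, so the panel counts, under alternatives too, show little about how stable the result is. All 17 genes passed an adjusted p of 0.05 in graft BM-MSCs against P-SSCs, whether adjusted over all genes or over the panel alone. The 11 niche genes were higher, by log2 changes from 1.65 (Alpl) to 13.29 (Adipoq), and the 6 matrix genes were lower, from -15.59 (Pi16) to -4.41 (Nid1). Apart from fits with a replicate block or the library batch, the lowest count under an alternative was 15 of 17 genes, in a fit of the 2 groups alone. Cxcl12 (ENSMUSG00000061353, GRCm38 chromosome 6, 117168535 to 117181367), which encodes a chemokine that retains stem cells in marrow, had a normalized read count of 630512 ± 76086 (SD, n = 4) in graft BM-MSCs and 5185 ± 2258 (SD, n = 3) in P-SSCs. Its log2 change was 7.003 (SE 0.24, limma, Benjamini-Hochberg adjusted p = 7.25e-08). Kitl (ENSMUSG00000019966, GRCm38 chromosome 10, 100015630 to 100100416), which encodes stem cell factor, measured 3322 ± 695 (SD, n = 4) in graft BM-MSCs against 61.5 ± 14.1 (SD, n = 3) in P-SSCs, a log2 change of 5.73 (SE 0.31, limma, Benjamini-Hochberg adjusted p = 2.18e-06). Lepr (ENSMUSG00000057722, GRCm38 chromosome 4, 101717404 to 101815352) measured 29450 ± 6385 (SD, n = 4) against 722 ± 446 (SD, n = 3), and Adipoq (ENSMUSG00000022878, GRCm38 chromosome 16, 23146536 to 23158028) 49695 ± 19696 (SD, n = 4) against 4.21 ± 3.00 (SD, n = 3). Angpt1 rose by 2.78 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.0153), but did not pass when P-SSC 2+5 was left out.

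Of the 6 matrix genes, 4 were listed at 0 in 2 or 3 of the 4 graft libraries. Postn (ENSMUSG00000027750, GRCm38 chromosome 3, 54361109 to 54391037), whose regulatory sequence drives the recombinase in the graft cells, was listed at 0 in graft BM-MSC 1, 2 and 3 and measured 235 in graft BM-MSC 4, compared with 20882 ± 4148 (SD, n = 3) in P-SSCs. Its log2 change was -12.36 (SE 1.66, limma, Benjamini-Hochberg adjusted p = 0.000535). Fn1 measured 1495, 0, 0 and 1327 in graft BM-MSC 1 to 4 and 127107 ± 27271 (SD, n = 3) in P-SSCs, while Fmod measured 1265 ± 700 (SD, n = 4) and 70992 ± 16150 (SD, n = 3). Fmod fell by 6.05 on the log2 scale (SE 0.58, limma, Benjamini-Hochberg adjusted p = 7.99e-05). Pi16 was listed at 0 in graft BM-MSC 1, 2 and 4 and measured 130 in graft BM-MSC 3. Fbln2 was listed at 0 in graft BM-MSC 1, 2 and 3 and measured 249 in graft BM-MSC 4.

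**Figure D4:**
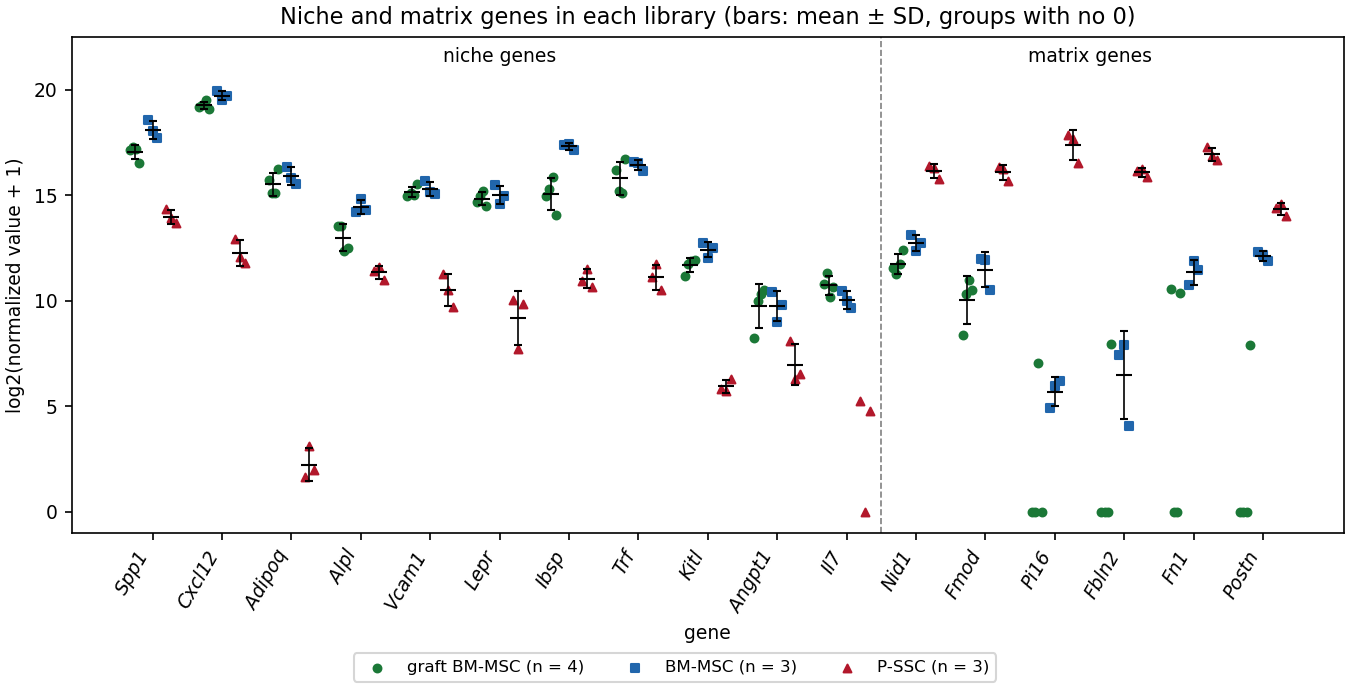
Normalized values of the 17 panel genes on a log2(value + 1) scale, with 1 point per library and bars for the mean ± SD of groups in which no library was at 0. The niche gene Cxcl12 lay far above the P-SSC libraries in both marrow groups, whereas Postn was listed at 0 in 3 of the 4 graft BM-MSC libraries.

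Graft BM-MSCs were next compared with steady-state BM-MSCs, which asks what sets marrow stromal cells of the graft apart from their counterparts in bones that were not transplanted. In this comparison the batch and the group cannot be told apart. With limma and Benjamini-Hochberg adjustment, 1046 genes passed an adjusted p of 0.05, with 356 higher and 690 lower in graft BM-MSCs. The median change of all genes was -0.53 on the log2 scale. After quantile normalization, with a median of -0.17, 588 genes were higher and 435 lower. With the GC correction, with a median of -0.02, 617 were higher and 393 lower. DESeq2 on the recovered reads gave 918 higher and 1029 lower, and a fit of the 2 groups alone gave 757 higher and 736 lower. Adding the library batch left 40 genes, of which 25 were among the 1046. Groups did not overlap for 3415 genes (25.03% of those tested, with 5.71% given by chance), and 3474 genes had an unadjusted p under 0.05.

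The largest rises in graft BM-MSCs over BM-MSCs were those of Cebpb, Il17d, Socs1, Gfra4 and Jund, whose GC content ranged from 58.6% to 67.9%, against a median of 50.7% over the genes tested. Cebpb (ENSMUSG00000056501, GRCm38 chromosome 2, 167688915 to 167690418, 67.2% GC) measured 2205 ± 553 (SD, n = 4) in graft BM-MSCs and 9.65 ± 6.53 (SD, n = 3) in BM-MSCs, a log2 change of 7.84 (SE 0.98, limma, Benjamini-Hochberg adjusted p = 0.00203). In the P-SSC libraries it measured 14.5, 35.7 and, in P-SSC 4, 282. Jund (67.1% GC) was higher by 6.91 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.00655), and its P-SSC values were 31.2, 61.1 and, in P-SSC 4, 1480.2. The GC content was 67.9% for Gfra4, 60.4% for Il17d and 58.6% for Socs1, with log2 changes of 7.01, 7.71 and 7.31. The largest falls were those of A2m, Col9a3, Cnmd, Matn3 and Col9a1, all listed at 0 in the 4 graft libraries. A2m (ENSMUSG00000030111, GRCm38 chromosome 6, 121635376 to 121679227) had a normalized read count of 5132 ± 493 (SD, n = 3) in BM-MSCs and was at least 1699-fold lower in graft BM-MSCs. The other 4 genes were lower by at least 603-fold (Matn3) to 1666-fold (Col9a3).

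Of the panel, 4 of the 17 genes passed an adjusted p of 0.05 in graft BM-MSCs against BM-MSCs, all of them lower in the graft, and 5 passed when adjusted over the panel alone, with Nid1 as the addition. An unadjusted p under 0.05 was found for 10. Ibsp (ENSMUSG00000029306, GRCm38 chromosome 5, 104299171 to 104311469), which encodes bone sialoprotein, measured 37285 ± 18135 (SD, n = 4) against 163067 ± 17569 (SD, n = 3), a log2 change of -2.27 (SE 0.37, limma, Benjamini-Hochberg adjusted p = 0.00630). Alpl changed by -1.45 (SE 0.34, limma, Benjamini-Hochberg adjusted p = 0.0290) and Spp1 by -1.05 (SE 0.25, limma, Benjamini-Hochberg adjusted p = 0.0329). Postn fell from 4459 ± 651 (SD, n = 3) in BM-MSCs to the graft values given above, with a log2 change of -10.14 (SE 1.66, limma, Benjamini-Hochberg adjusted p = 0.00624). With the library batch as a covariate no panel gene passed, and 3 had an unadjusted p under 0.05. The log2 changes of the 11 niche genes lay between -2.27 and 0.69. Cxcl12 measured 861822 ± 126621 (SD, n = 3) in BM-MSCs and its change of -0.45 (SE 0.24) did not pass (limma, Benjamini-Hochberg adjusted p = 0.279). The direction for Cxcl12 depended on scaling, since its change was 0.14 after the GC correction. After quantile normalization it was 0.48, but that scaling gives the top gene of each library the same value. Cxcl12 was the top gene in every graft library and in BM-MSC 1 and 3, so the 0.48 rests on its rank in BM-MSC 2+4. Kitl changed by -0.74 (SE 0.31, limma, Benjamini-Hochberg adjusted p = 0.166) from 5547 ± 1330 (SD, n = 3) in BM-MSCs. Changes of Lepr (-0.18), Vcam1 (-0.15), Adipoq (-0.38) and Trf (-0.62) also did not pass, and Angpt1 measured 1002 ± 505 (SD, n = 4) in the graft and 927 ± 428 (SD, n = 3) in BM-MSCs. With 4 against 3 libraries, a change of this size that fails the test is not shown to be absent.

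P-SSCs were compared with BM-MSCs at steady state to ask how both stem cell populations differ before any transplantation. With limma and Benjamini-Hochberg adjustment, 1248 genes passed an adjusted p of 0.05, of which 623 were higher and 625 lower in P-SSCs, and the median change of all genes was 0.00. The count moved most with the replicate number as a block, which left 54 genes. In that fit only BM-MSC 1 and P-SSC 1 were paired between these groups, and the correlation of their deviations from the group means was -0.0191. BM-MSC 2+4 shares 1 of its numbers with P-SSC 2+5 (correlation 0.0811) and 1 with P-SSC 4 (-0.0670), and such joined titles were not paired. With edgeR on the recovered reads 619 genes passed, 616 of them among the 1248. Within the batch in which GC-rich genes were low, where 2 P-SSC libraries faced the 3 BM-MSC libraries, 1203 genes passed (571 higher and 632 lower), with 1018 shared. Groups did not overlap for 4217 genes (30.9% of those tested, with 10% given by chance). The largest rises in P-SSCs were those of Clec3b, Cd34, Tnxb, Cilp and Mfap4. Clec3b (ENSMUSG00000025784, GRCm38 chromosome 9, 123150946 to 123157432) had at most 2 reads in any BM-MSC library and was at least 9273-fold higher, and Cd34 was higher by 13.26 on the log2 scale (SE 0.95, limma, Benjamini-Hochberg adjusted p = 1.84e-05). The largest falls were those of Adipoq, Kng1, Serpina3g, Ltf and Esm1. Adipoq fell by 13.66 on the log2 scale, and Kng1 was at least 4383-fold lower in P-SSCs.

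The panel gave 15 of 17 genes past an adjusted p of 0.05 in P-SSCs against BM-MSCs, the same number when adjusted over the panel alone, and 7 genes passed with the replicate block, where the correlation of BM-MSC 1 with P-SSC 1 was again -0.0191. All 11 niche genes were lower in P-SSCs, by log2 changes from -13.66 (Adipoq) to -2.78 (Angpt1), and 4 of the 6 matrix genes were higher. Cxcl12 fell by 7.45 on the log2 scale (SE 0.26, limma, Benjamini-Hochberg adjusted p = 9.14e-08) and Kitl fell by 6.46 (SE 0.33, limma, Benjamini-Hochberg adjusted p = 2.02e-06). Postn and Fn1 did not pass, with log2 changes of 2.22 (SE 1.77, limma, Benjamini-Hochberg adjusted p = 0.687) and 5.58 (SE 2.67, limma, Benjamini-Hochberg adjusted p = 0.308). The spread for both genes was shared with the graft libraries, in which they were at 0 in some libraries only, and both genes passed in a limma fit of the steady-state groups alone, in which 17 of 17 panel genes did.

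A second panel of 7 genes tied to stress and the cell cycle was compared between the steady-state groups, since P-SSCs were studied for their resistance to stress. Cdkn1a (ENSMUSG00000023067, GRCm38 chromosome 17, 29090976 to 29100727), which encodes the cell cycle inhibitor p21, was the only one of the 7 to pass, and also when adjusted over the panel alone, while 3 had an unadjusted p under 0.05. It measured 7682 ± 2868 (SD, n = 3) in P-SSCs and 2351 ± 492 (SD, n = 3) in BM-MSCs, a log2 change of 1.65 (SE 0.36, limma, Benjamini-Hochberg adjusted p = 0.0149). The count moved most with DESeq2, where 3 genes passed, and no gene passed after the GC correction, with 2 at an unadjusted p under 0.05. With the replicate block (correlation of same-numbered libraries -0.0191) no gene passed either, with 1 at an unadjusted p under 0.05. Cdkn1c measured 147, 217 and 1423 in P-SSC 1, 2+5 and 4, 92.5 ± 30.6 (SD, n = 3) in BM-MSCs and 1056 ± 406 (SD, n = 4) in graft BM-MSCs; for P-SSCs against BM-MSCs it did not pass (log2 change 2.00, SE 0.80, limma, Benjamini-Hochberg adjusted p = 0.188). The high value lay in P-SSC 4, the P-SSC library with GC-rich genes high, and all 5 libraries of that batch were above the other 5. The gene has 59.4% GC. Changes of Sod1 (0.48), Gpx1 (0.54) and Cdk4 (-0.25) did not pass. Gli1 was listed at 0 in 2 graft libraries and in 1 BM-MSC library, and its values were at most 88.8 in any library.

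The 3 lists of genes overlapped in part. Of the 3069 genes in any list, 929 passed in both comparisons that involve P-SSCs, and for 926 of these (99.7%) the P-SSC mean lay on the same side of both marrow groups. The overlap of 929 moved most under the filter for genes with a mean of at least 100, where it was 729. Both comparisons that involve the graft shared 587 genes, and for 554 of them (94.4%) the graft mean lay on the same side of both steady-state groups. There were 72 genes in all 3 lists. Of the 1248 genes that passed between P-SSCs and BM-MSCs, 1003 (80.4%) did not pass between graft BM-MSCs and BM-MSCs. Whether the effects differed between these comparisons was not tested.

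Finally, 93 cell cycle genes and 17 glycolysis genes were tested as sets with camera, a competitive test in limma that asks whether a set moved relative to all other genes. The p-values were adjusted by Benjamini-Hochberg over 6 tests. The cell cycle set was lower in graft BM-MSCs than in BM-MSCs, with 85 of its 93 genes lower, a mean log2 change of -3.51 and an adjusted p of 2.53e-11 (camera, Benjamini-Hochberg). It was also lower in P-SSCs than in BM-MSCs, with 77 genes lower, a mean log2 change of -2.85 and an adjusted p of 1.27e-10 (camera, Benjamini-Hochberg). Between graft BM-MSCs and P-SSCs no difference was detected (mean log2 change -0.66, camera, Benjamini-Hochberg adjusted p = 0.744). For P-SSCs against BM-MSCs the Benjamini-Hochberg adjusted p (camera) was 1.60e-10 with the replicate block, where the correlation of the same-numbered libraries was -0.0191, and 3.12e-07 within the batch with GC-rich genes low. When camera estimated the correlation between genes from the data, the Benjamini-Hochberg adjusted p was 0.0938 in both comparisons with BM-MSCs. The alternative that moved the set most was a blood cell marker score as covariate (blood cell and erythroid markers averaged together), chosen after seeing the data. It gave a Benjamini-Hochberg adjusted p of 0.442 (camera) for P-SSCs against BM-MSCs, where over all alternatives it ranged from 4.79e-12 to 0.442. With the same covariate the set was still lower in graft BM-MSCs than in BM-MSCs (camera, Benjamini-Hochberg adjusted p = 0.000422). Erythroid markers, part of that score, also set these groups apart, so blood cell RNA is not excluded there. The mean log2 value over the 96 cell cycle genes in the table, including those below the filter, was 4.10 ± 0.70 (SD, n = 4) in graft BM-MSCs, 7.58 ± 0.82 (SD, n = 3) in BM-MSCs and 4.78 ± 0.18 (SD, n = 3) in P-SSCs, with all BM-MSC libraries above all others.

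The glycolysis set was lower in graft BM-MSCs than in P-SSCs (16 of 17 genes lower, median log2 change -1.17 against -0.47 for all genes, camera, Benjamini-Hochberg adjusted p = 0.000317) and than in BM-MSCs (15 genes lower, median -0.89 against -0.53 for all genes, camera, Benjamini-Hochberg adjusted p = 0.000475). After the GC correction neither passed (camera, Benjamini-Hochberg adjusted p = 0.0619 and 0.221). Over all alternatives the adjusted p (camera or fry, Benjamini-Hochberg) ranged from 2.49e-05 to 0.173 for the first comparison and from 0.000173 to 0.474 for the second. The difference of P-SSCs from BM-MSCs in this set did not pass (mean log2 change 0.56, 14 genes higher, camera, Benjamini-Hochberg adjusted p = 0.137). It passed within the batch with GC-rich genes low, where P-SSC 4 is left out (camera, Benjamini-Hochberg adjusted p = 0.00906), and with the replicate block (adjusted p = 0.0165 by camera and Benjamini-Hochberg, correlation of the same-numbered libraries -0.0191), and over all alternatives its adjusted p (camera or fry, Benjamini-Hochberg) ranged from 0.00205 to 0.652. The mean log2 value of the set was 9.58 ± 0.46 (SD, n = 4), 10.71 ± 0.14 (SD, n = 3) and 11.27 ± 0.37 (SD, n = 3) in graft BM-MSCs, BM-MSCs and P-SSCs.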

Values the study reported

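The study reported that by flow cytometry an average of 85.4% of the BM-MSCs in engrafted marrow carried Tomato, with a range of 65.0 to 94.5%. The RNA for sequencing came from 1000 to 3000 sorted cells per sample.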

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

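All tests of explanations in this part were chosen only after the result was seen. Dixon's test, which sets the gap between 1 library and its nearest neighbour against the whole range, was applied to 50 values in the group of 4 graft libraries. It was past its 95% critical value for 5 of them, where 2.5 are given by chance.

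For 4 genes, 1 graft library held reads while the other 3 were listed at 0. On the log2(value + 1) scale, Pi16 reached 7.03 in graft BM-MSC 3, Fbln2 reached 7.96 in graft BM-MSC 4, Postn reached 7.88 in graft BM-MSC 4 and Cilp reached 3.71 in graft BM-MSC 4. With 3 libraries at 0, the ratio of the test is 1 whatever the value of the fourth, so the test says only that the gene was found once. Between 14 reads (Cilp) and 288 reads (Fbln2) were found, which is above the floor of 3 reads. Graft BM-MSC 4 was also the graft library with the most genes detected (11674) and the smallest share of genes at 0 while at 100 or more in the other graft libraries (0.898%). A candidate explanation is that transcripts of such genes were lost in the other graft libraries. In graft BM-MSCs against P-SSCs, 94.4% of the genes called with a mean under 100 were lower. The share was 52.2% at a mean between 100 and 1000 and 62.9% at a mean of at least 1000. All 4 genes belong to the highest class, since each measured at least 16558 in every P-SSC library. These shares therefore do not bear on them, and a loss of their transcripts was not tested and remains possible. A few cells of another kind in 1 library could give the same picture. The mean log2 value of endothelial markers was 0 in graft BM-MSC 1, 2 and 3 and 2.84 in graft BM-MSC 4, and that of blood cell markers was highest in graft BM-MSC 3 (8.85), the library with Pi16 reads. These values leave other cells open as a source, and a loss of transcripts would give zeros for such markers as well, so both explanations remain. The 4 libraries share 1 condition, so no biological explanation was tested.

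Graft BM-MSC 2 lay at -195 on the second principal component, while the other 3 graft libraries lay between 24.7 and 50.9, a ratio of 0.894. The same library had the fewest genes detected (9308), and 8.78% of the genes at 100 or more in the other graft libraries were at 0 in it. Among genes with a mean of at least 1000, where 2.26% of the values in graft libraries were at 0 compared with 56.1% among genes with a mean under 100, graft libraries as a group still lay 3.05 times as far from the line between both steady-state groups as BM-MSC libraries did. In that class 0.315% of the values in BM-MSC libraries and 0.448% in P-SSC libraries were at 0, so the filter did not remove the excess of zeros in the graft. The loss of transcripts may therefore place graft BM-MSC 2 apart from the other graft libraries. Whether it accounts for all of the distance of the group cannot be decided from this. Whether graft BM-MSC 2 stays apart among highly expressed genes was not tested. Graft BM-MSC 2 was kept in every comparison, and fits without it are among those that each left out one library.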

How the results depend on the processing

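All 3 counts of genes stayed within 1.5 times their main value under both other pseudocounts, both other filters, centring on the median, quantile normalization, the GC correction, a minimum log2 change of 1 and genes with up to 60% GC. For these counts and all results below, the cause of a change was not tested unless stated.

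An adjusted p under 0.01 (limma, Benjamini-Hochberg) left 1332 genes for graft BM-MSCs against P-SSCs, 305 for graft BM-MSCs against BM-MSCs and 794 for P-SSCs against BM-MSCs. edgeR called 1531, 316 and 619 genes in the same order, with 1492, 312 and 616 shared with limma, and DESeq2 called 1947 for graft BM-MSCs against BM-MSCs, with 928 shared. The batch covariate, chosen after seeing the data, left 1081 and 40 genes for the comparisons of the graft with P-SSCs and with BM-MSCs. The second is a comparison in which batch and group coincide except through P-SSC 4, so the fall to 40 does not show which of them the genes follow.

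The panel count for graft BM-MSCs against BM-MSCs, 4 in the report, was 2 in the fit of the 2 groups compared, 2 when centred on the median, 2 after quantile normalization, 1 with edgeR (Ibsp), 1 with the GC correction (Postn) and 0 with the batch covariate (3 at an unadjusted p under 0.05). The stress panel count for P-SSCs against BM-MSCs, 1 in the report, was 3 with DESeq2, 0 when centred on the median and 0 with the GC correction (2 at an unadjusted p under 0.05 in each).

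Small changes of graft BM-MSCs against BM-MSCs, none past the threshold, turned round under other scalings. After quantile normalization the log2 change was 0.48 for Cxcl12, 0.047 for Adipoq, 0.22 for Lepr, 0.26 for Vcam1 and -0.022 for Angpt1. The value for Cxcl12 rests on its rank in BM-MSC 2+4, since it was the top gene in all other marrow libraries. After the GC correction it was 0.14 for Cxcl12, 0.23 for Adipoq, 0.13 for Lepr, 0.099 for Vcam1 and 0.045 for Trf. With the batch covariate it was 0.27 for Cxcl12, 0.024 for Adipoq, 1.01 for Vcam1, 0.28 for Trf and -1.46 for Il7. Centring on the median gave -0.16 for Angpt1. Gli1 in P-SSCs against BM-MSCs, 1.69 in the report, was -0.17 with edgeR and -0.090 with DESeq2.

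For gene sets, fry kept every call. With the correlation estimated per set, the camera Benjamini-Hochberg adjusted p was 0.0938 for the cell cycle set in both comparisons with BM-MSCs and 0.173 for the glycolysis set in both comparisons of the graft. The GC correction gave 0.0619 for glycolysis in graft BM-MSCs against P-SSCs and 0.221 against BM-MSCs. The blood cell marker score gave 0.442 for the cell cycle set in P-SSCs against BM-MSCs, 0.474 for glycolysis in graft BM-MSCs against BM-MSCs and 0.00205 for glycolysis in P-SSCs against BM-MSCs, which then passed. Quantile normalization turned the cell cycle set in graft BM-MSCs against P-SSCs to higher, with a Benjamini-Hochberg adjusted p of 0.842 (camera).

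The mean graft position of 0.752 was 0.677 with each gene scaled to unit variance, 0.864 for genes with a mean of at least 100 and 0.695 after quantile normalization, so graft libraries stayed nearer BM-MSCs than P-SSCs in all of these. The first 2 principal components held 58.1% of the variance for genes with a mean of at least 100.

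Across fits that each left out one library, the count ranged from 1583 to 3005 genes for graft BM-MSCs against P-SSCs and from 476 to 1043 for graft BM-MSCs against BM-MSCs. The panel count for the latter ranged from 2 to 4, since Spp1 and Alpl lost their call in several fits and Nid1, Pi16 and Fbln2 gained one in single fits, and the stress panel count from 0 to 1 (2 at an unadjusted p under 0.05 where it was 0). Of the changes within replicate spread, Lepr ranged from -0.39 to 0.049, Vcam1 from -0.277 to 0.043 and Angpt1 from -0.37 to 0.51 for graft BM-MSCs against BM-MSCs. Calls of other named genes that were lost in at least one of these fits were Gfra4 (graft BM-MSCs against BM-MSCs), Angpt1 (both comparisons with P-SSCs), and Cdkn1a, Fbln2 and Ltf (P-SSCs against BM-MSCs). The graft position ranged from 0.6995 to 0.811. The camera Benjamini-Hochberg adjusted p ranged from 0.372 to 0.961 for the cell cycle set in graft BM-MSCs against P-SSCs, with the direction turned without graft BM-MSC 1, and from 0.00906 to 0.652 for glycolysis in P-SSCs against BM-MSCs.

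Libraries with the same number did not deviate together. Deviations from the group means correlated by 0.0105 on average over the 5 same-numbered pairs and by -0.00189 over 28 other pairs. Graft and steady-state libraries come from different mice, and for BM-MSC 1 and P-SSC 1, where this was left open, the correlation was -0.0191. Libraries that share 1 number of a joined title, not paired in the block, correlated by -0.0670 to 0.0811. The replicate block, which uses up residual degrees of freedom, left 269, 3 and 54 genes in the order above (344, 3 and 66 with the GC correction), and 11, 0 and 7 panel genes with or without the correction. Where 0 panel genes passed, 6 had an unadjusted p under 0.05 (2 with the correction), and the stress panel gave 0 in both fits, with 1 at an unadjusted p under 0.05. Glycolysis in P-SSCs against BM-MSCs had a camera Benjamini-Hochberg adjusted p of 0.0165 with the block. In graft BM-MSCs against BM-MSCs the log2 change of Angpt1 was -0.43 with the block, and with the block and GC correction it was -0.30, with 0.17 for Cxcl12, 0.13 for Vcam1 and 0.021 for Trf. Postn in P-SSCs against BM-MSCs was -0.53 with the block and -0.24 with the block and GC correction.

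Among the 84 changes of named genes, 1723 comparisons with an alternative were made. Of these, 1545 kept direction and side of the threshold, 139 lost their call, 8 gained one and 31 turned round. Depth limits genes with few reads, since changes against a group with at most 3 reads per library are lower bounds.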

Other observations

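The counts of splits for the number of genes, and the tests of the Postn allele, of blood cell, muscle and immediate early genes, and of Xist reads, were chosen before their results were seen, and all other tests in this part were chosen only after.

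Other splits of the same libraries were tried for each result. Same-numbered libraries are parted by some splits and not by others, so the real split was set against those that part as many same-numbered pairs, which number 12 for 4 against 3 libraries and 6 for 3 against 3. With so few, the share of splits can never be under 0.05. In graft BM-MSCs against P-SSCs, 1 of the 12 splits, the real one, gave as many genes, with at most 114 in the others, and 1 of the 12 gave as many panel genes, while 11 of the 12 gave a p as small for the cell cycle set and 2 of the 12 for the glycolysis set. In graft BM-MSCs against BM-MSCs, 1 of the 12 splits gave as large a result for the genes (at most 200 in the others), and likewise 1 of 12 for the panel, 1 of 12 for the cell cycle set and 1 of 12 for the glycolysis set. In P-SSCs against BM-MSCs, 1 of the 6 splits gave as many genes (0 in the others), 1 of 6 as many niche and matrix panel genes and 1 of 6 as many stress panel genes, with 2 of 6 for the cell cycle set and 3 of 6 for the glycolysis set. Over all splits, whatever pairs they part, 1 of 35 gave as many genes in each comparison of the graft and 1 of 10 in the comparison of P-SSCs with BM-MSCs. For the glycolysis set, 4 of 35 gave a p as small in graft BM-MSCs against P-SSCs. In graft BM-MSCs against BM-MSCs 3 of 35 did, and in P-SSCs against BM-MSCs 5 of 10. For the cell cycle set in P-SSCs against BM-MSCs, 2 of all 10 splits gave a p as small, so the very small camera p-values there do not measure how rare the grouping is. The panels hold genes that the study chose to display for these libraries, so their splits show no stability.

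Postn drives the recombinase in the graft cells. If the recombinase replaced the reads of 1 Postn allele, Postn would fall by about 1 on the log2 scale. The change was -12.36 in graft BM-MSCs against P-SSCs, far beyond that. Loss of 1 allele is therefore not enough. How many such alleles the graft mice carried is not stated, and a loss of both was not tested. Steady-state BM-MSCs, also from marrow, kept Postn at 4459 ± 651 (SD, n = 3). Reads were found in 1 of 4 graft libraries only. A loss of transcripts in the graft libraries and a true silencing of Postn in the graft cells may thus both contribute, and these were not told apart.

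Cells other than the sorted ones could explain part of the difference between P-SSCs and BM-MSCs. From marker lists drawn up in advance, the mean log2 value of 16 blood cell markers differed by -6.27 (P-SSC minus BM-MSC), that of 7 muscle genes by 3.80 and that of 17 immediate early genes, which respond to tissue digestion, by 2.27. Each list separated all 3 libraries of one group from all 3 of the other, with p = 0.1 in a two-sided exact permutation test, the smallest that 3 against 3 can give, and a Benjamini-Hochberg adjusted p of 0.136 over 15 tests. RNA carried over from marrow and from muscle and a longer digestion of periosteum could give this pattern. These cannot be told apart from expression by the stem cells themselves. For immediate early genes, graft BM-MSCs overlapped P-SSCs (difference -0.22, two-sided exact permutation test, p = 0.743, Benjamini-Hochberg adjusted p = 0.743). These genes were thus also high in graft cells from marrow. All graft libraries lie in the batch with GC-rich genes high, so their level cannot be told apart from that batch. It therefore does not decide whether digestion raised these genes in P-SSCs. Graft BM-MSCs lay below BM-MSCs for erythroid markers (difference -4.53) and endothelial markers (-3.42), and above them for immediate early genes (2.05), with p = 0.0571 for each (two-sided exact permutation test, the smallest that 4 against 3 can give, Benjamini-Hochberg adjusted p = 0.136). Graft BM-MSCs were also apart from P-SSCs, above them for blood cell markers (3.72) and erythroid markers (4.22) and below them for muscle genes (-4.45), with the same p and adjusted p in that test. Carry-over of blood cell RNA in the graft libraries, or of muscle RNA in the P-SSC libraries, could therefore add to the 2464 genes that differed between them as well.

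The sex of the graft cells differed between libraries. Xist, which is expressed from the inactive X chromosome in female cells, measured 2448 in graft BM-MSC 2 and 2533 in graft BM-MSC 3, so 2 of the 4 graft libraries held Xist reads, and it was listed at 0 in graft BM-MSC 1 and 4 and in all 6 steady-state libraries. Of the Y chromosome genes, Eif2s3y and Kdm5d measured 115 and 39.0 in graft BM-MSC 1 and 580.0 and 188 in graft BM-MSC 4, while graft BM-MSC 2 held no reads of 4 such genes and graft BM-MSC 3 held Kdm5d alone (60.4). Ddx3y and Uty were listed at 0 in all 4 graft libraries and above 0 in every steady-state library. Sex might thus add to differences between graft and steady-state libraries. Among 1509 genes called between graft BM-MSC 2 and 3 and the BM-MSC libraries, the median change in graft BM-MSC 1 and 4 was 37.1% as large. For the other 5 ways of choosing 2 graft libraries that share was between 42.2% and 58.3%, a comparison that was added after the 37.1% was seen. A share under 100% can come from choosing genes on 2 libraries and checking them in others, and this was not separated from real differences between the libraries. The 3 choices that included graft BM-MSC 2, the library with the most zeros, gave the 3 lowest shares, at most 46.1%, so the part of sex cannot be told apart from that library.

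With the values as deposited, more genes were lower than higher in the graft in both of its comparisons, but this excess depended on scaling. Against BM-MSCs it turned to 588 higher and 435 lower after quantile normalization and to 617 higher and 393 lower after the GC correction, and against P-SSCs to 1247 and 1241 and to 1250 and 1094. If loss of weak transcripts in the graft libraries were the source, the share of lower genes would fall with expression. Against BM-MSCs it was 95.3% of the genes called with a mean under 100, 41.7% between 100 and 1000 and 63.7% at a mean of at least 1000. Against P-SSCs it was 94.4%, 52.2% and 62.9%. Between P-SSCs and BM-MSCs, where dropout was small, the share among genes with a mean under 100 was 39.2%. The share of lower genes thus fell from the lowest class but rose again in the highest, which the loss of weak transcripts does not predict. Such loss may explain part of the excess among genes with a mean under 100, and it leaves the excess at a mean of at least 1000 unexplained. The same loss may account for part of the distance of graft libraries from the line between both steady-state groups. Whether it accounts for all of it was not decided. In units of the length of the line, the distance fell from 1.25 over all genes tested to 0.724 for genes with a mean of at least 1000, while that of BM-MSC libraries fell from 0.590 to 0.237. The ratio of both was 2.11 over all genes tested, 3.05 for genes with a mean of at least 1000 and 2.05 after the GC correction. At a mean of at least 1000, 2.26% of the values in graft libraries were still at 0, against 0.315% in BM-MSC libraries. The restriction to such genes thus did not remove the loss. A program of expression that neither steady-state group shares is a hypothesis for this distance, but the batch of the libraries, in which all graft libraries lie, was not removed by these tests, so the distance cannot be told apart from a batch. A group that did not define the line would also tend to lie further from it, whatever the source of its difference.

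The GC split of the libraries bears on the genes called higher in the graft over BM-MSCs. Genes with over 60% GC made up 12.1% of the genes called higher and 4.37% of the genes tested, a ratio of 2.77, and 3.04% of the genes called lower. When only genes with up to 60% GC were tested, 309 were called higher, against 356 in the main fit. After the GC correction 617 were called higher. A GC content over 60% thus accounts for few of the genes called higher. P-SSC 4, which shares the GC profile of the graft libraries without being a graft library, was above both other P-SSC libraries at 84.6% of the genes called higher, compared with 37.2% of all genes tested. It was below both other P-SSC libraries at 41.2% of the genes called lower, compared with 36.3% of all genes tested. A library batch shared by the graft libraries and P-SSC 4 is therefore a candidate explanation for many of the genes called higher, Cebpb, Jund and Socs1 among them, and much less so for the genes called lower. P-SSC 4 is a single library, and how it came to have GC-rich genes high was not tested.

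For the gene sets, explanations were tested by correction. With the blood cell marker score in the model the camera Benjamini-Hochberg adjusted p of the cell cycle set in P-SSCs against BM-MSCs was 0.442, within a range from 4.79e-12 to 0.442 over its alternatives. Since 98.5% of the variance of that score lay between both groups, the model can hardly part the score from the group. Cycling blood cells in the BM-MSC libraries remain a possible explanation that these data cannot tell apart. In graft BM-MSCs against BM-MSCs the cell cycle set still passed with that score (camera, Benjamini-Hochberg adjusted p = 0.000422). For glycolysis, the smaller of both adjusted p-values for the graft after the GC correction was 0.0619 (camera, Benjamini-Hochberg, range over alternatives from 2.49e-05 to 0.173), so the GC profile of the libraries could explain the lower glycolysis set in the graft. Cdkn1c was higher in P-SSC 4 than in the other P-SSC libraries by 2.99 on the log2 scale, and by 2.00 after the GC correction, so a smooth effect of GC content explains part of the gap at most. Cdkn1c measured between 633 and 1525 in the 4 graft libraries and 1423 in P-SSC 4, against 57.2 to 217 in the other 5 libraries, so a batch shared by the graft libraries and P-SSC 4 is a candidate explanation here too.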
